# Long noncoding RNA and mRNA expression profiles following *igf3* knockdown in common carp, *Cyprinus carpio*

**DOI:** 10.1038/sdata.2019.24

**Published:** 2019-02-19

**Authors:** Feibiao Song, Lanmei Wang, Wenbin Zhu, Zaijie Dong

**Keywords:** RNA sequencing, RNAi, Long non-coding RNAs

## Abstract

As a novel IGF system member, *igf3* plays an important role in gonadal development of teleost fish. Although studies have reported the unusual expression of *igf3* in fish gonad, whether the *igf3* affects the expression of long noncoding RNAs (lncRNAs) in gonad remains unknown. In this study, an *igf3* knockdown common carp (*Cyprinus carpio*) model was established by RNA interference. Then RNA sequencing of *C. carpio* gonad after *igf3* knockdown was performed. A total of 327,169,410 and 306,305,018 clean reads were identified from control and *igf3*-dsRNA interference group, respectively. After a stringent filtering, RNA-seq yielded 14199 lncRNA and 106932 mRNA transcripts with 124 and 353 differentially expressed lncRNAs and mRNAs. Our dataset provides an extensive resource for understanding the potential regulatory molecular mechanism of *igf3* in early stage of gonadal development in *C. carpio*.

## Background & Summary

Insulin-like growth factors (IGFs) are key factors that regulate the growth and reproduction axis. As a new ligand of IGFs, *igf3* plays an important role in the development and maturation of the gonads in fish^1–3^, especially in the maturation of oocytes and the process of spermatogenesis^4,5^. We reported previously that the *igf3* mRNA of common carp (*Cyprinus carpio*) was highly expressed in the gonads and blood, and Igf3 protein was localized in the ovary granulosa cells and testis spermatogonium and spermatids^3^. In addition, *igf3* also serves as a mediator of luteinizing hormone (LH) action in zebrafish (*Danio rerio*) ovulation^6^, and stimulate spermatogonial differentiation by activating β-catenin signaling or through some estrogens^7,8^. To better understand the regulatory pathway of *igf3* in gonadal development of fish, we are interested in the transcriptional regulation of lncRNAs and mRNAs expression profiles following *igf3* knockdown in common carp.

The molecular mechanisms of gonadal development are complex processes that involve in many germ cell-specific gene products in testis or ovary that undergo strict developmental regulations^9,10^. LncRNAs are a novel class of RNAs with the length over 200 bp and without the potential of protein-coding^11^. By now, there are tens of thousands of lncRNAs have been discovered across human, mouse, nematode, zebrafish etc.^12^. For human, 58,648 of genes were classified as lncRNAs^13^. The existing studies show that lncRNAs play a key role in epigenetic, transcriptional and post-transcriptional control of gene expression and maintenance of stem cell, signal transduction, cell proliferation and differentiation, metabolism, and individual development^14–17^. In testis, lncRNAs affect germ cell development and spermatogenesis, such as *tsx, mrh1, dmr and hongES2* ^18–21^. In ovary, many lncRNAs that regulate ovarian development have been identified^22–25^. LncRNA *A-30-P01019163* may affect ovarian cell cycle and proliferation by regulating *p2rx7* expression in the ovary^26^. All of these observations indicate that lncRNAs play important roles in gonadal development.

RNA interference technology is an effective method in studying the gene function of organisms. In this study, we first established a living model of *igf3* knockdown *C. carpio* via double-stranded RNA (dsRNA) injection, and then a high-throughput RNA sequencing (RNA-seq) was employed to profile the primordial gonad transcriptome of *igf3* knockdown and control *C. carpio*. The aims of the experiment were to discover and characterize lncRNAs in carp gonad tissue and identify key genes, lncRNAs, and pathways that are associated with *igf3*. This is the first study to describe the expression profiles of lncRNAs and mRNA in carp gonad with *igf3* knockdown. Our data will provide a very useful resource for studying the functional role of *igf3* in gonadal development.

## Methods

### Animals

The experimental common carp (*Cyprinus carpio*) is a new aquaculture variety derived from the original parents of Jian carp (*C. carpio* var*. jian*), Huanghe carp (*C. carpio haematopterus*) and Heilongjiang common carp (*C. carpio haermatopterus*) after five generations combined selection by FFRC, CAFS. This newly improved strain is designated as FFRC No. 2 strain common carp. It is one of the dominant aquaculture species in China^27^. The *C. carpio* were obtained from the Qiting Pilot Research Station (Yixing, China), which is affiliated with the FFRC. Juvenile fishes at 8 weeks post hatching (10.92 ± 0.14 g) were maintained in the aquaculture experimental facilities during the acclimation and experimental periods under 12-h light/dark cycles at 28 ± 1 °C, and fed twice daily with compound feed (Tech-bank Co., Ltd., Ningbo, China).

### RNA interference (RNAi)

This description of RNA interference is extended from the protocol described in the related research manuscript^28^. The dsRNA of *igf3* was synthesized in vitro using TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific, USA) according to the manufacturer’s instructions. The template for *igf3*-dsRNA synthesis was prepared by amplifying gonad cDNA with the primers *igf3* iF and *igf3* iR (Table 1 (available online only)). The concentration of dsRNA was measured at 260 nm with a BioPhotometer (Eppendorf, Hamburg, Germany), purity and integrity were examined by 1% agarose gel electrophoresis, and then stored at −20 °C until used.

Preliminary experiment showed that the optimum interfering effect was observed at the 24^th^ hour after the intraperitoneal injection of *igf3*-dsRNA with the dose of 5 μg/g body weight. In this experiment, juvenile *C. carpio* were randomly divided into two groups with 15 fishes per group. The experimental group was injected intraperitoneally of *igf3*-dsRNA and the control group was injected intraperitoneally of H_2_O at an equal dose based on body weight. Gonad samples were obtained at 24 h after injection, and 9 fish samples were obtained per group. Gonad samples were snap-frozen in liquid nitrogen and stored at −80 °C until processed. The expression level of *igf3* was tested by qRT-PCR, primers used as shown in Table 1 (available online only).

### Total RNA isolation and qualification

Total RNA was extracted from gonad tissues using TRIZOL (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol, genomic DNA was removed from RNA sample using DNase I (New England Biolabs). The concentration and integrity of RNA was estimated using the NanoDrop 2000 (Thermo Scientific, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA), respectively. And only high quality samples with an RNA Integrity Number (RIN) value greater than or equal to 6.8 were used to construct the sequencing library.

### Library preparation for lncRNA sequencing

In this study, 3 μg total RNA from each gonad sample was used as the input material for library preparation. Six cDNA sequencing libraries, designated control (control-1, control-2 and control-3) and treatment (*igf3*-dsRNA-1, *igf3*-dsRNA-2, and *igf3*-dsRNA-3), were constructed using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) after removal of ribosomal RNA by the Epicentre Ribo-zero rRNA Removal Kit (Epicentre, Madison, WI, USA). Then, first strand cDNA was synthesized using random hexamer primers and M-MuLV reverse transcriptase; second strand cDNA synthesis was subsequently performed using DNA polymerase I and RNase H and reaction buffer, dUTP replaced dTTP in the reaction buffer used in second strand cDNA synthesis. The resulting double-stranded cDNA was ligated to adaptors after being end-repaired and A-tailed. Length of 350–400 bp cDNA fragments were preferred and isolated after purifying using the AMPure XP system (Bechman Coulter, Beverly, USA). PCR amplification was performed to enrich cDNA libraries. Finally, PCR products were purified and library quality was assessed on the Agilent Bioanalyzer 2100 system. The libraries were then sequenced on the Illumina HiSeq X platform, generating 150 bp paired-end reads.

### Transcriptome assembly and lncRNA identification

Quality control and reads statistics were determined by FastQC^29^. At the same time, Q20, Q30 and GC contents of the clean reads were calculated, and all the downstream analyses were based on clean reads with high quality. The final clean reads were then mapped to the *C. carpio* reference genome (version 3.0) using Hisat2 aligner. We used reference annotation file of *C. carpio* (version 3.0, provided by CAFS, http://www.fishbrowser.org/database/Commoncarp_genome) to guide the transcripts assembly of each sample with StringTie program (v1.3.3b)^30^. Then the output GTF files were merged into a single unified transcript using stringTie merge function. The merged transcripts were compared to the reference annotation using gffcompare program (v0.10.1, https://ccb.jhu.edu/software/stringtie/gffcompare.shtml). To identify potential lncRNAs, transcripts which were longer than 200 bp and belonged to special class code (“j”, at least one splice junction is shared with a reference transcript; “o”, generic exonic overlap with a reference transcript; “i”, a transfrag falling entirely within a reference intron; “u”, unknown, intergenic transcript; “x”, exonic overlap with reference on the opposite strand) were retained. Furthermore, TransDecoder (version rel16JAN2014) was used to identify transcripts with open-reading frame (ORF), while NONCODE and NR database were conducted to discover known lncRNAs and protein-coding transcript homologs. Additionally, we used Coding Potential Calculator (CPC, version 0.9-r2) to evaluate the coding potential of transcripts. Combined with above computational approaches, the predicted novel lncRNAs had to meet the following requirements: 1)transcripts with an FPKM (fragments per kilobase per million mapped reads) value < 0.1 were removed; 2) transcripts which had ORF or be homologous to known lncRNAs transcripts or protein-coding transcripts were discarded; 3) transcripts with CPC score larger than 0 were abandoned. The remained transcripts from the intersection results were considered as non-coding.

### Differential expression of lncRNA and mRNA

The TPM (Transcripts Per Million) was used to estimate the expression levels of lncRNAs and mRNAs in every sample. 

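The expression table the authors deposited gives, for each feature and library, a read count and a value named RPKM (reads per kilobase of feature, scaled to the depth of the library), rather than TPM. Its counts differed from the counts of the separate libraries for 0 features. Dividing each count by its RPKM value and by the library's clean reads in Table 2 gave a feature length for 38402 features. Up to numerical rounding, 100% of these lengths were whole numbers of bases. Lengths of a feature computed from different libraries differed by at most 3.49e-10 bp. The RPKM values were thus scaled by all clean reads of a library, and not by the reads counted on features. Across features, which are not independent replicates, the Spearman correlation between RPKM and CPM (counts scaled to the library's total) was between 0.954 in control 2 and 0.989 in control 3. The tests of differential expression used the counts, and RPKM entered only as an alternative.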

Differential expression analyses in the control and treatment groups were performed using the R package (edgeR 3.22.3), an absolute value of |log2 (fold change)| > 1 and an adjusted *P*-value of < 0.05 were set as the filter criteria for significant differential expression. The differential cluster analysis of genes and a volcano plot of differentially expressed lncRNAs and mRNAs were drawn by the E Charts platform (http://www.ehbio.com/ImageGP/index.php/Home/Index/index.html).

### Quantitative real-time-PCR (qRT-PCR) validation

RNA samples from the gonad of 6 individuals used for the RNA-seq were analyzed by qRT-PCR. First-strand cDNA was synthesized using PrimeScript RT Master Mix (Takara, Japan). qRT-PCR was performed on a CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using SYBR Premix Ex Taq II (Takara) according to the manufacturer’s protocol. Specific primers of genes and lncRNAs as shown in Table 1 (available online only) were designed using the Primer Premier 5. Each 25 μL reaction volume contained 12.5 μL 2 × SYBR Premix Ex Taq II, 1.0 μL diluted cDNA template (100 ng RNA), 9.5 μL PCR-grade water, and 1.0 μL of each 10 μM primer. The qRT-PCR conditions were as follows: 95 °C for 30 s, followed by 40 cycles of 95 °C for 5 s and 63 °C for 30 s. The relative lncRNA and mRNA expression levels were normalized to *β-actin* and calculated using the 2^−ΔΔCt^ method^31^.

### Statistical analysis

All data are presented as the mean ± standard error of the mean (SEM) and were analyzed using the statistical software SPSS version 22.0 (SPSS Inc., Chicago, IL, USA). Comparisons between the two groups were performed using Student’s *t*-test. Statistical significance was determined at *P* < 0.05.

### Code availability

The code used in this manuscript of R package (edgeR 3.22.3) is available at bioconductor (http://www.bioconductor.org/packages/release/bioc/html/edgeR.html). The gffcompare program (v0.10.1) is available at GffCompare (https://ccb.jhu.edu/software/stringtie/gffcompare.shtml). The TransDecoder (rel16JAN2014) is available at sourceforge (https://sourceforge.net/projects/transdecoder/). The Coding Potential Calculator (0.9-r2) is available at mybiosoftware (http://www.mybiosoftware.com/cpc-0-9r2-assess-protein-coding-potential-transcripts.html).

### Data records

The raw fastq files for the RNA-seq data have been deposited in the NCBI Sequence Read Archive (NCBI-SRA) under accession numbers SRR7944794-SRR7944799 (Data Citation 1), and sample metadata expression estimates can be found on the NCBI Gene Expression Omnibus (Data Citation 2). The information of lncRNAs and mRNAs, information of lncRNA overlap with protein coding genes and annotations of both lncRNA and protein coding genes can be found on the Figshare (Data Citation 3).

## Technical Validation

### Efficiency of *igf3* knockdown in juvenile *C. carpio*

The mRNA expression level of *igf3* was examined by qRT-PCR after RNAi with *igf3*-dsRNA injection. The qRT-PCR results of the *igf3* RNAi were given in Fig. 1, injection of *igf3*-dsRNA resulted in significant down-regulation of *igf3* mRNA expression compared with the control group (*P* < 0.05), and it reached an 87.4% decrease at the 24th hour.

### Overview of RNA-sequencing

In this study, 6 cDNA libraries were constructed using total gonadal RNA from 3 control groups and 3 treatment groups. 

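The libraries came from gonads of juvenile C. carpio at 8 weeks post hatching, collected 24 h after an intraperitoneal injection of igf3-dsRNA at 5 μg/g body weight (igf3-dsRNA 1, 2 and 3) or of water (control 1, 2 and 3). The dsRNA is a double-stranded RNA made to lower igf3 mRNA by RNA interference, and igf3 encodes an insulin-like growth factor of fish gonads. The authors aligned the clean reads with Hisat2 to version 3.0 of the C. carpio genome, assembled transcripts with StringTie and deposited unnormalized counts for 60206 features, without pooling replicates. The paper's text names no counting program and no strand setting for the counting. The features carry 10770 IDs of the assembly (MSTRG), treated here as lncRNAs, and 49436 IDs of the CAFS annotation, treated as mRNAs, which follows how Table 1 names lncRNAs and mRNAs. None of the IDs is paired with a gene name in the materials used here, so igf3 itself could not be followed in the libraries.

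The counts on features summed to 2514098 in control 1, 3166031 in control 2 and 2506397 in control 3, and to 2265473, 3113529 and 2064856 in igf3-dsRNA 1, 2 and 3. LncRNAs held 56.1, 63.3 and 53.4% of these counts in the control libraries and 55.9, 56.4 and 49.2% in the igf3-dsRNA libraries. These are shares of the pairs counted on features, with the class taken from the ID alone. They do not give the balance of lncRNAs and mRNAs in the gonad. The 20 most abundant features held between 23.5% of the counts in igf3-dsRNA 3 and 40.3% in control 2. Every pair of libraries differed by more than the sampling noise, with a chi-square per degree of freedom between 28.3 and 91.6. This test covers the noise of counting only, so it does not show that the libraries are of separate fish. Each library was counted as 1 replicate, as labelled. Library sizes were normalized by edgeR's TMM method, whose factors ranged from 0.798 in control 2 to 1.28 in igf3-dsRNA 3. Groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment in a single fit over lncRNAs and mRNAs, after features with low counts were removed by edgeR's filterByExpr. The paper's methods name edgeR and its thresholds, and the test within edgeR and the filter were chosen for the present comparison.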

In total, 663,158,182 raw reads of 150 bp were produced from the 6 cDNA libraries, and 633,474,428 clean reads amounted to 95.02 Gb. More than 80% of the clean reads were mapped to the *C. carpio* reference genome. 

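In the deposited counts, read pairs with no alignment made up 11.8, 13.5 and 12.0% of the clean read pairs in control 1, 2 and 3 and 12.0, 12.6 and 11.0% in igf3-dsRNA 1, 2 and 3. The share was 12.4 ± 0.933% (SD, n = 3) in the control group and 11.9 ± 0.847% (SD, n = 3) in the treatment group, a difference smaller than the spread between libraries. The counts are of read pairs, in which a pair with 1 aligned mate can count as aligned, whereas Table 2 counts single reads.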

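Read pairs placed at a single position made up 71.6 to 75.4% of the clean read pairs in the control libraries and 71.5 to 77.2% in the igf3-dsRNA libraries, including pairs set aside in the counting for low alignment quality (10.4 to 13.6% of the clean pairs). Among the pairs that were placed at a single position with sufficient quality, 7.26 to 8.50% were counted on a feature (median 8.00%, n = 6 libraries). Another 91.4 to 92.6% were assigned to no feature. Because the strand setting of the counting is not stated, pairs on the opposite strand of a feature may be among these. The pairs counted on features were therefore 4.62 to 5.12% of the clean pairs. Group means of the share on features were 7.96 ± 0.545% (SD, n = 3) in the control group and 7.79 ± 0.457% (SD, n = 3) in the treatment group, and did not differ by more than the spread between libraries.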

The average number of sequences that had unique and multiple positions mapped to the reference sequence was 68.17 and 13.41%, respectively. Approximately 34% of the reads substantially mapped to the positive and negative chains of the genome (Table 2).

### Identification of lncRNAs and mRNAs

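Of the 10770 lncRNA features in the deposited counts, 5443 (50.5%) had a count in at least 1 of the 6 libraries and 2205 had a count in all of them. Of the 49436 mRNA features, 32959 (66.7%) had a count in at least 1 library and 5808 in all 6. A count in a single library only was found for 1601 lncRNAs and 10071 mRNAs. The number of features with a count was 19455 ± 4775 (SD, n = 3) in the control group and 20019 ± 1286 (SD, n = 3) in the treatment group. Control 2 had 24965, whereas control 1 had 16869 and control 3 had 16530, so the groups did not differ by more than the spread between libraries. The detected lncRNAs had a median of 10 counts in all libraries together and the detected mRNAs a median of 5. These numbers are of features of the count table and not of assembled transcripts. A feature without a count was not detected, and the counts do not show whether expression, depth or the counting is the reason.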

RNA-seq yielded 14199 lncRNA and 106932 mRNA transcripts after a stringent filtering process to discard transcripts without the characteristics of lncRNAs and mRNAs. These transcripts were randomly distributed into 50 chromosomes of *C. carpio*, quite notably, the most number of lncRNAs and mRNAs were located in the chromosome 31 and 38 with the percentage of 1.79 and 1.65%, respectively (Information of carp lncRNAs and mRNAs (as surfaced at figshare), Data Citation 3). The length of the lncRNAs ranged from 200 to 5759 bp, with 82.69 and 15.07% of lncRNAs having a length of 200–1000 bp and 1000–2000 bp, respectively, whereas the mRNA transcripts were mainly longer than 1000 bp (Fig. 2a), and the lncRNAs had an average length of 643 bp and 1.6 exons, were less than that of the mRNA (Fig. 2b). In addition, the types of lncRNA overlapping with protein coding genes are ‘j’, ‘o’ and ‘x’ (The information of lncRNA overlap with protein coding genes (as surfaced at figshare), Data Citation 3), and the annotations of both lncRNA and protein coding genes can be found in Data Citation 3 (Annotations of lncRNA and protein coding genes (as surfaced at figshare), Data Citation 3).

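Lengths could be computed for the 5443 lncRNAs and 32959 mRNAs with a count, from the ratio of count to RPKM. The lncRNAs were 200 to 5759 bp long, with a mean of 589 bp (SD 480 bp across features). A length from 200 bp to under 1000 bp was found for 4648 lncRNAs (85.4%), and one from 1000 bp to under 2000 bp for 685 (12.6%). The mRNAs had a mean of 2561 bp (SD 1989 bp), and 82.9% of them were 1000 bp or longer, against 14.6% of the lncRNAs. The lengths belong to the feature and not to a library, so they carry no replicate error.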

### Differential expression of lncRNA and mRNA

We investigated the differential expression levels of lncRNAs and mRNAs between control group and treatment group. 

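The test covered 2047 lncRNAs and 3796 mRNAs that passed the filter on low counts. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 lncRNAs and 0 mRNAs had an adjusted p under 0.05 together with an absolute log2 fold change over 1, and the smallest adjusted p was 0.152. At an unadjusted p under 0.05 with the same fold change, there were 64 lncRNAs and 91 mRNAs. Without the fold change threshold there were 67 and 92, where 5% of the tests would be 102 and 190. In 40 of the 64 lncRNAs and 65 of the 91 mRNAs past both, the normalized counts of the groups did not overlap, which happens by chance for 10% of features, although these features were picked for a low p. The biological coefficient of variation common to all tested features was 0.580. Without control 2, the numbers at an unadjusted p were 103 lncRNAs and 186 mRNAs, and the number of mRNAs was 149 without control 3 and 153 without igf3-dsRNA 2, again with 0 features past the adjusted threshold. Of the alternatives fixed in advance that keep the adjusted p, the fit without a filter on low counts moved the result most, with 38 lncRNAs and 74 mRNAs past both thresholds. Its calls included features carried by a single library, as described below for Table 1.

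Over all tested features, the Euclidean distance between libraries on log2 CPM (prior count 2) averaged 98.6 for the 6 pairs within a group, from 92.2 to 113, and 96.5 for the 9 pairs of different groups, from 86.3 to 105. The difference, between minus within, was -2.19 (one-sided exact permutation test over 10 splits, p = 1, the smallest p that 3 libraries against 3 allow being 0.1). It was 0.419 without control 1 and 0.0787 without control 3. The libraries of a group were thus no closer to each other than to those of the other group when all tested features were used, whereas the clustering in Fig. 3a,b is of features selected for a difference.

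**Figure D1:**
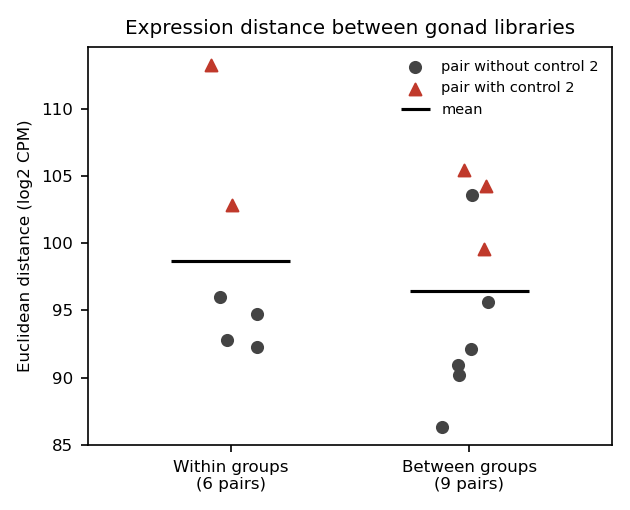
Expression distance between pairs of gonad libraries, as Euclidean distance on log2 CPM over the tested features. Each symbol is a pair of libraries, triangles are pairs with control 2, and horizontal lines are means, 98.6 within groups and 96.5 between groups. The largest distance within a group, 113, is between control 2 and control 3.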

As shown in Fig. 3a,b, hierarchical clustering revealed the significant differential expression (absolute log2 (fold change) > 1, *P* < 0.05) of 124 lncRNAs and 353 mRNAs. 

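Of the 64 lncRNAs with an unadjusted p under 0.05 and an absolute log2 fold change over 1, 33 had higher and 31 lower counts in the treatment group. The lncRNA with the lowest p among those higher in every igf3-dsRNA library than in every control library was MSTRG.7759, which is also in Table 1. It had 53, 39 and 29 counts in control 1, 2 and 3 and 299, 539 and 211 in igf3-dsRNA 1, 2 and 3, or 15.8 ± 5.29 and 138 ± 50.0 CPM, normalized by TMM (SD, n = 3 each). Its log2 fold change was 3.13 (standard error 0.49, adjusted p = 0.201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was 2.90 at its lowest with each library left out in turn. Over 19 alternatives its adjusted p ranged from 0.000112 to 0.865 and it passed both thresholds in 4. Among the lncRNAs lower in every igf3-dsRNA library, MSTRG.31787 had the lowest p, with 158, 257 and 62 counts in the control libraries and 3, 4 and 3 in the igf3-dsRNA libraries. Its normalized CPM was 63.1 ± 40.9 and 1.35 ± 0.194 (SD, n = 3 each). The log2 fold change was -5.51 (standard error 0.76, adjusted p = 0.152 in the same edgeR test), and -5.91 to -4.95 with each library left out. Its adjusted p ranged from 8.68e-08 to 0.999 over 18 alternatives, of which 4 placed it past both thresholds. Complete separation of 3 libraries from 3 has a two-sided exact permutation p of 0.1 for a single feature, the smallest p this design allows.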

In differentially expressed lncRNAs, 69 lncRNAs were up-regulated, whereas 55 lncRNAs were down-regulated in the treatment group (Fig. 3c). Furthermore, among the differentially expressed mRNAs, 234 mRNAs were up-regulated, whereas 119 mRNAs were down-regulated (Fig. 3d). Among these differently expressed genes, there were some key genes associated with gonadal development, such as *fibroblast growth factor receptor 2* (*FGFR2*), *fibronectin-like*, *serine/threonine-protein phosphatase 4*, *serine-rich adhesin*.

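Among the 91 mRNAs with an unadjusted p under 0.05 and an absolute log2 fold change over 1, 63 had higher and 28 lower counts in the treatment group. CAFS_CommonCarp_T_00204357 had the lowest p among mRNAs higher in every igf3-dsRNA library than in every control library. Its counts were 9, 5 and 11 in control 1, 2 and 3 and 87, 17 and 305 in igf3-dsRNA 1, 2 and 3, and its normalized CPM 3.19 ± 1.03 and 56.4 ± 57.4 (SD, n = 3 each). The SD in the treatment group was as large as the mean. The log2 fold change was 4.12 (standard error 1.00, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell to 2.95 without igf3-dsRNA 3. Its adjusted p ranged from 9.63e-05 to 1.00 over 18 alternatives, and 3 of them placed it past both thresholds. CAFS_CommonCarp_T_00070816 had the lowest p among mRNAs lower in every igf3-dsRNA library, with 230, 46 and 80 counts in the control libraries and 0, 0 and 1 in the igf3-dsRNA libraries. Because every igf3-dsRNA library was at or under 3 counts, its expression is given as a lower bound, at least 37.4-fold lower in the treatment group. The bound rests in part on control 1 and was at least 19.2-fold without it. The fitted log2 fold change, which depends on the prior count, was -7.99 (standard error 1.15, adjusted p = 0.152 in the same edgeR test) and -9.88 to -7.04 with each library left out. Over 18 alternatives its adjusted p ranged from 2.14e-10 to 0.999, and it passed both thresholds in 4. The materials used here do not pair these IDs with gene names. The paper places annotations of lncRNAs and protein coding genes in Data Citation 3, which was not among these materials.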

To further evaluate the reliability of RNA sequencing, 20 differentially expressed lncRNAs (10 up-regulated and 10 down-regulated) and 20 differentially expressed mRNAs (10 up-regulated and 10 down-regulated) were randomly selected to validate the relative expression levels in the gonad of the control and treatment group using qRT-PCR. 

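In the counts of the 6 libraries, all 20 lncRNAs and all 20 mRNAs of Table 1 that were compared by qRT-PCR had a log2 fold change with the sign plotted in Fig. 4, and all 40 had an absolute log2 fold change over 1. Fig. 4 plots sequencing values of the same libraries, and the study chose the features for such a change. Agreement in sign and size was therefore bound to follow and is not independent evidence. The fitted values ranged from -7.04 to 6.67 for the lncRNAs and from -6.75 to 9.81 for the mRNAs. For 8 of the 40, every library of a group had at most 3 counts, so the fitted value depends on the prior count. The filter on low counts kept 15 of the lncRNAs and 12 of the mRNAs, and the values of the others came from the fit without a filter. Of the 27 features in the test, 0 had an adjusted p under 0.05 over all features tested, and 13 lncRNAs and 10 mRNAs had an unadjusted p under 0.05. Adjusted over the list alone, 13 lncRNAs and 9 mRNAs were past the threshold, which is not independent evidence because the study chose the list on these libraries. In the fit without a filter, 13 lncRNAs and 16 mRNAs were past both thresholds. These included features carried by a single library. A lncRNA with 1, 6 and 1791 counts in control 1, 2 and 3 and 0, 8 and 12 in igf3-dsRNA 1, 2 and 3 had an adjusted p of 3.04e-16 (quasi-likelihood test). An mRNA with 590, 5 and 1 against 4, 1 and 45 counts had 9.17e-05. Such calls do not show a difference shared by the replicates.

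After TMM normalization, the counts of the groups did not overlap for 8 of the 20 lncRNAs and 5 of the 20 mRNAs (32.5% of the 40). The share by chance is 10%, but these features were picked by the study for a difference between the same libraries, so a larger share follows from the selection. In 14 lncRNAs and 16 mRNAs, a single library held over 50% of the normalized counts of all 6 libraries, and in 3 lncRNAs and 5 mRNAs over 90%. With each library left out in turn, 26 of the 40 had an absolute log2 fold change over 1 in every fit, and 4 changed sign in a fit. The lncRNA that changed sign had a log2 fold change of 0.96 without control 3 against -6.47 with all libraries. The 3 mRNAs that changed sign went from 3.47 to -1.31 without igf3-dsRNA 1, from -3.26 to 1.56 without control 3 and from -3.66 to 2.55 without control 1. With limma on log2(RPKM + 1) or log2(RPKM + 0.1) of features with a mean RPKM of at least 0.1, 38 of the 40 features could be fitted and all of these had the sign of Fig. 4, but the absolute log2 fold change was over 1 for only 19 of them with a pseudocount of 1 and 36 with a pseudocount of 0.1. A pseudocount understates the change of features with low values. The mRNAs still under 1 at a pseudocount of 0.1, at 0.954 and -0.974, were among the 3 that changed sign with a library left out. Their change rested on a single library, so the pseudocount need not be the reason. The paper compares the direction of the sequencing values with that of qRT-PCR in the same features, and reasons from this comparison to the reliability of the sequencing data.

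**Figure D2:**
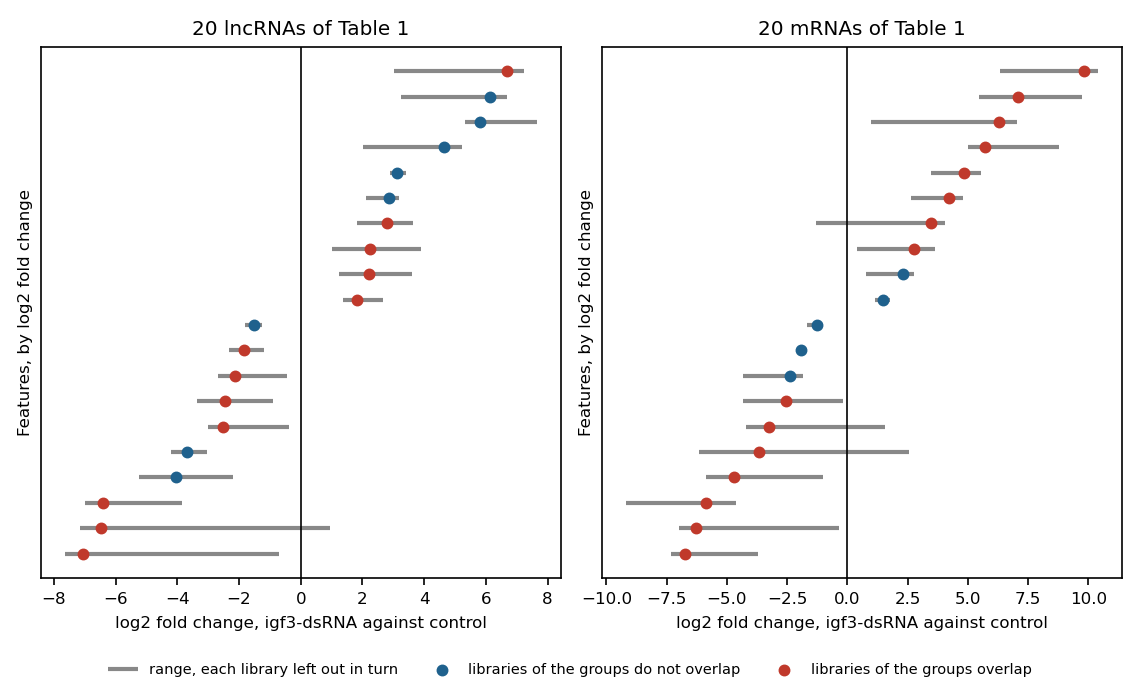
Log2 fold change (igf3-dsRNA against control) of the 20 lncRNAs and 20 mRNAs of Table 1 in the sequencing counts. Points are the values with all 6 libraries, blue where the normalized counts of the groups do not overlap and red where they do, and grey lines span the values with each library left out in turn. Grey lines cross 0 for 1 lncRNA and 3 mRNAs.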

As shown in Fig 4, the trend of differential expression of these 40 randomly selected genes (lncRNAs, Fig. 4a, mRNAs, Fig. 4b) is 100% consistent with our RNA-seq data, indicating that the RNA-seq data was reliable.

## Additional Information

**How to cite this article**: Song, F. *et al*. Long noncoding RNA and mRNA expression profiles following *igf3* knockdown in common carp, *Cyprinus carpio*. *Sci. Data*. 6:190024 https://doi.org/10.1038/sdata.2019.24 (2019).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
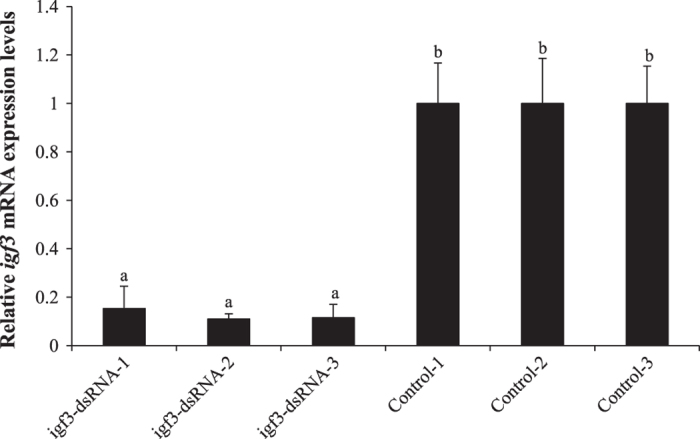
The effect of *igf3*-dsRNA injection analysis by qRT-PCR.

**Figure 2:**
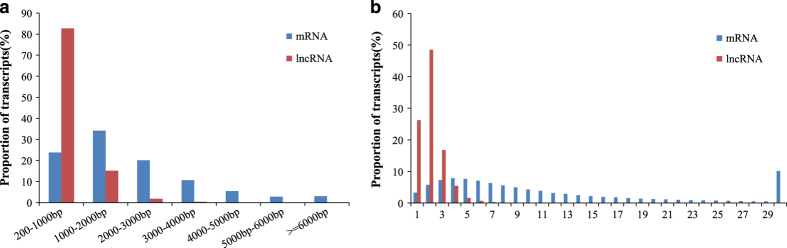
Identification of lncRNAs and mRNAs in *C. carpio* gonad. (**a**) Length of lncRNAs and mRNAs. (**b**) Exonic content of lncRNAs and mRNAs.

**Figure 3:**
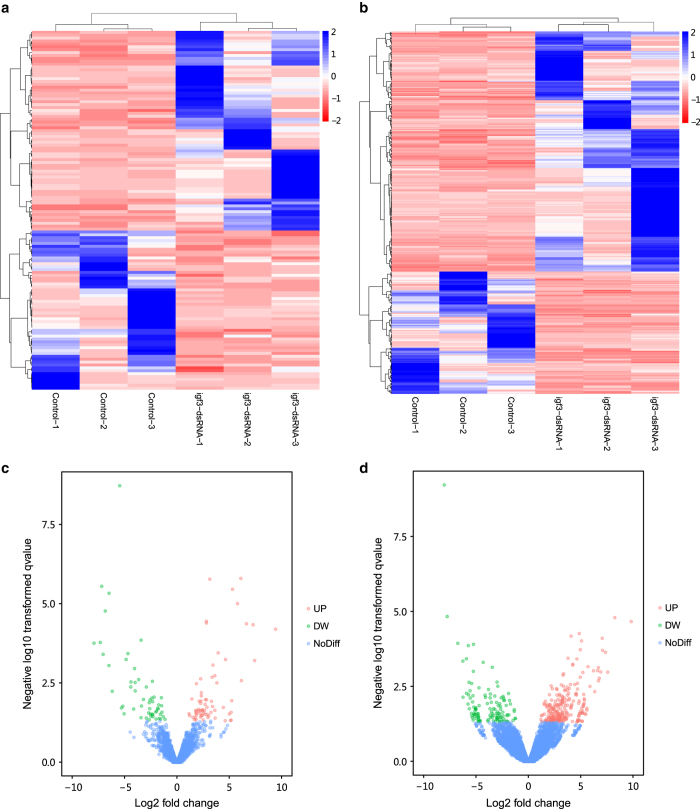
Differentially expressed lncRNAs and mRNAs. (**a** and **b**) are hierarchical clustering of the differentially expressed lncRNAs and mRNAs, blue indicates relative high expression, and red indicates relative low expression. (**c** and **d**) are volcano plots of differentially expressed lncRNAs and mRNAs. X-axis represents fold change (log 2) and Y-axis represents P (−log 10). Red points indicate up-regulated (UP, X-axis > 0) transcripts; green points indicate down-regulated (DW, X-axis < 0) transcripts; blue points indicate no significant difference (NoDiff).

**Figure 4:**
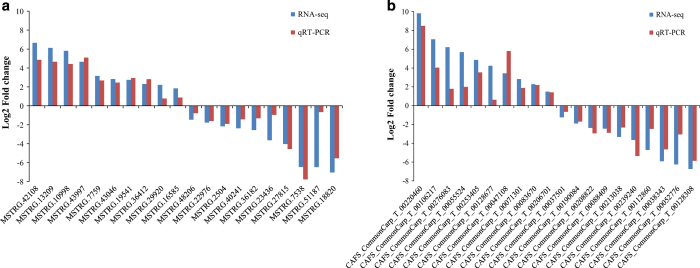
Illustrating of qRT-PCR confirmation for RNA-seq. Validation of 40 selected differentially expressed lncRNAs (**a**) and mRNAs (**b**). The lncRNAs and mRNAs were expressed as log2 (fold change) values (RNA-seq) and −ΔΔCt values (qRT-PCR).

**Table 1:** Primer sequences used in this study.

Gene ID			Primer sequnces (5' → 3')	Product size	Application
igf3	igf3 iF	F	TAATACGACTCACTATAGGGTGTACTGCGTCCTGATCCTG	482 bp	RNA interference
	igf3 iR	R	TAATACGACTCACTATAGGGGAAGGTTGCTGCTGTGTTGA		
	igf3	F	AGCAGCGATACCAGAAGCAT	91 bp	qRT-PCR
	igf3	R	GAGTTCCACCGGTAAAGCGT		
lncRNA	MSTRG.42108	F	GCTCCAGCTTGATCCTCATC	81 bp	
		R	GAGACGAGCTGAAGCCTTTC		
	MSTRG.13209	F	CATTCTCCATGTAGGGCTCC	143 bp	
		R	ACTGGAGGAGCTGAGAACCA		
	MSTRG.10998	F	ACCTTTAAACAAACGGCACG	150 bp	
		R	CCAACTGGGATCCTGAAGAA		
	MSTRG.43997	F	GACACCTTGGGAGGAACTGA	198 bp	
		R	CTTTGCTTTTCACCTCAGGG		
	MSTRG.7759	F	GCAAGCCATCTCTCGACTCT	95 bp	
		R	AGCAGCATCTCCTTCAGCTC		
	MSTRG.43046	F	AGGAGTGAAGTCCTGAGGCA	148 bp	
		R	GATCCCCGTTCACTGTCTGT		
	MSTRG.19541	F	AGCCGACAATAGAGCGGACT	166 bp	
		R	CAGAATCGCTCCCGTTTGAAG		
	MSTRG.36412	F	AAGGCCACGAGATGAAGAGA	127 bp	
		R	GCCCAGCAATAAAAGGAACA		
	MSTRG.29920	F	AAGGGGGAGGTCAACTTGGT	103 bp	
		R	ACAGAGCCTGGAGAGCCATT		
	MSTRG.16585	F	GTCTTAGGAGGACGGGACGA	125 bp	
		R	CCGTGTCACGTGAGTTCTCC		
	MSTRG.48206	F	GCCCCTTGTGTTTTTCTCAA	169 bp	
		R	TCATTTTGGAGGGTGGAAAT		
	MSTRG.22976	F	GCTCCAGTGGACCGTAAAGA	92 bp	
		R	CAGATGGAGGTCCTGGAGAA		
	MSTRG.2504	F	ACAAGCTTTGGTCTGGACATTT	99 bp	
		R	GCTCTTCTGTTCATTTCGACCT		
	MSTRG.40241	F	AACGCCATCTTCATTCGTGT	144 bp	
		R	AAAACTCCTGCTGAAGCGAC		
	MSTRG.36182	F	GCGAAGAAGAACAGTTTGCC	155 bp	
		R	ACAATCCTTCCCGAGTCAGA		
	MSTRG.23436	F	TTTTGTAACCCCCAGCTTTG	128 bp	
		R	TTTACAGACCCCCTTTCCCT		
	MSTRG.27815	F	TCAGGGGAAGTGTTGCTTCT	95 bp	
		R	GCTGAGCCGTTTCAGAAAGT		
	MSTRG.7538	F	AATGGCTGGGTGTGTGTGTA	181 bp	
		R	TGTCGAATATCTGCGGGAAT		
	MSTRG.51187	F	AGACGGGGGCGAGAATACAA	120 bp	
		R	CACTAATCCTGGCCCTGGGA		
	MSTRG.18820	F	GGAGACAGCAGGGAACACAT	178 bp	
		R	GTCCGTGTTTTGCTCCTCAT		
mRNA	CAFS_CommonCarp_T_00220460	F	CCCGTGTGTTTCATTGCTGA	200 bp	
		R	GTGCAGGCAGGATCATTGAG		
	CAFS_CommonCarp_T_00106217	F	TGCTATCGAGTGGCAAACTG	221 bp	
		R	TTAAGGGGAGGAGAGCCATT		
	CAFS_CommonCarp_T_00276083	F	CTGGACCAAGAGTGGTGGTT	137 bp	
		R	CACCAAACTCCCTCCTGAAA		
	CAFS_CommonCarp_T_00055524	F	CTGGGAGGTGGACAAGTCAT	228 bp	
		R	TTCTGGAGGTGGCGTTAGTT		
	CAFS_CommonCarp_T_00253405	F	ACACCCCACCTCACAGAGAC	143 bp	
		R	GGTCACCAACCTGTTCTCGT		
	CAFS_CommonCarp_T_00128677	F	AAACCTACACGTGTGGAGCC	194 bp	
		R	CGGTACGTGGTTCCTCTGTT		
	CAFS_CommonCarp_T_00047108	F	ATTCGGGCGTAGCACAATAC	81 bp	
		R	ATGTCACTTTCTGGGATCGG		
	CAFS_CommonCarp_T_00071301	F	CTCAGGGGGAAAAACAAACA	123 bp	
		R	AAACTCCGTGCAATACGACC		
	CAFS_CommonCarp_T_00083670	F	AGACGAAGGAGGGAGGAGAG	179 bp	
		R	CCGAGGATGATCTCACCAGT		
	CAFS_CommonCarp_T_00206701	F	CTATGACAAAGCCTTCCCCA	131 bp	
		R	GCTGACGTTCTTTTTCGAGG		
	CAFS_CommonCarp_T_00037501	F	TGCATCAGAGTTTCACTGCC	117 bp	
		R	GACGGACTGACAGCAGAACA		
	CAFS_CommonCarp_T_00190084	F	CACCGGTCAGAAACCGTACT	165 bp	
		R	ATCCGCTTGTGGATTTTCAG		
	CAFS_CommonCarp_T_00208822	F	GCAAAAGAGTGTGTGCAGGA	166 bp	
		R	AGAGTTTAAGCGGCTCCACA		
	CAFS_CommonCarp_T_00088409	F	CAGCATTCTGAAAGGAAGGC	167 bp	
		R	ATCCTGTTTTCGCCAACATC		
	CAFS_CommonCarp_T_00213038	F	GAGACCCAAAATCAAGCCAA	125 bp	
		R	TACGGTGTGGTGTTGAGCAT		
	CAFS_CommonCarp_T_00239240	F	CTGAAGCAGGAGTACCAGCC	87 bp	
		R	GTCAGCACCTTTACCCAGGA		
	CAFS_CommonCarp_T_00112860	F	GCCAAGCACAACACTGCTTA	152 bp	
		R	GGACAACTTGGGGAGTTTGA		
	CAFS_CommonCarp_T_00038343	F	TCAGAACGTGGTGTCTGAGC	181 bp	
		R	TTGTACGAGGAGCTGCAATG		
	CAFS_CommonCarp_T_00052776	F	CGAAAACCCAGCAGTTCTGT	149 bp	
		R	TGCTGCCCTCTCGATAACTT		
	CAFS_CommonCarp_T_00128308	F	GTGATCAGCGCTGTGATGTT	122 bp	
		R	CCTGTCACGAGAATGCAGAA		
β-actin	β-actin	F	GCTATGTGGCTCTTGACTTCGA	89 bp	
		R	CCGTCAGGCAGCTCATAGCT		

**Table 2:** Alignment of statistical results of reads.

Sample name	Control-1	Control-2	Control-3	igf3-dsRNA-1	igf3-dsRNA-2	igf3-dsRNA-3
Raw reads	103838052	129702320	109996624	98107722	130263708	91249756
Clean reads	99410868	123563848	104194694	94321406	122675946	89307666
Clean base (G)	14.91	18.53	15.63	14.15	18.4	13.4
Total mapped reads	81530347(82.01%)	99404340(80.45%)	85870625(82.41%)	77049685(81.69%)	99493319(81.10%)	73064096(81.81%)
Multiple mapped	12853963(12.93%)	18112363(14.66%)	12915566(12.40%)	15084557(15.99%)	15762693(12.85%)	10390489(11.63%)
Uniquely mapped	68676384(69.08%)	81291977(65.79%)	72955059(70.02%)	61965128(65.70%)	83730626(68.25%)	62673607(70.18%)
Read-1 mapped	34516969(34.72%)	40477251(32.76%)	36673789(35.20%)	31095154(32.97%)	41919370(34.17%)	31496714(35.27%)
Read-2 mapped	34159415(34.36%)	40814726(33.03%)	36281270(34.82%)	30869974(32.73%)	41811256(34.08%)	31176893(34.91%)
Reads map to ‵+′	34383536(34.59%)	40550020(32.82%)	36580679(35.11%)	31056772(32.93%)	41822537(34.09%)	31350486(35.10%)
Reads map to ‵−′	34292848(34.50%)	40741957(32.97%)	36374380(34.91%)	30908356(32.77%)	41908089(34.16%)	31323121(35.07%)
Notes: Raw reads: The number of total reads. Clean reads: The number of clean reads. Clean base (G): The data of clean reads. Total mapped reads: The number of sequences matched to the genome. Multiple mapped reads: The number of sequences that had multiple positions mapped to the reference sequence. Uniquely mapped reads: The number of sequences that had unique positions mapped to the reference sequence. Read-1, read-2 mapped: The number of read-1 and read-2 that locate on the genome; the statistical proportion of the two parts should be substantially the same. Reads map to '+': The number of reads mapped to the positive strand of the genome. Reads map to '-': The number of reads mapped to the negative strand of the genome.

How the deposited data were processed for this re-analysis (not part of the article)

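Gonad RNA of juvenile common carp was measured in 6 libraries, 3 of fish injected with water (control 1, 2 and 3) and 3 of fish injected with igf3-dsRNA (igf3-dsRNA 1, 2 and 3). The mapping of libraries to groups and replicate numbers is the same in the sample labels, in Supplementary file 1 and in the paper's methods. The labels name another kit for the removal of ribosomal RNA than the methods do. By the paper's methods, the RNA used for qRT-PCR came from 6 individuals used for the RNA-seq, and there are 6 libraries. The methods also report more fish sampled per group than libraries, so whether a library is of a single fish or of a pool stays open. The n given with group values therefore counts libraries.

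The authors deposited counts of read pairs per feature for each library, without normalization. By the paper's methods, the reads were aligned with Hisat2 to version 3.0 of the C. carpio genome and transcripts were assembled with StringTie v1.3.3b under the CAFS annotation. The counting program is not named in the paper's text, and the closing lines of the count tables have the form that HTSeq-count writes. These lines give the pairs assigned to no feature (91.4 to 92.6% of the pairs placed at a single position with sufficient quality), ambiguous pairs, pairs of low quality, pairs without an alignment and alignments that are not unique. They were left out of library sizes and tests. The authors also deposited RPKM values, computed from the same counts, the feature length and the clean reads of each library, where the methods name TPM. Per-sample columns left unused numbered 0. Whether the counting used the strand is not stated, so which strand the counts come from stays open. Pairs on the opposite strand of a feature may be among those assigned to no feature. Features that overlap on opposite strands, and features with near-identical copies in the genome, are uncertain.

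From the counts, features were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3), library sizes were normalized by TMM, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all features tested. A feature was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's methods. The standard error of a log2 fold change is the one implied by the quasi-likelihood F statistic. Counts on features per library ranged from 2064856 to 3166031. A feature with at most 3 counts in every library of a group was treated as at the floor of detection. IDs beginning with MSTRG were taken as lncRNAs and CAFS IDs as mRNAs, as in Table 1. Of the 60206 feature IDs, 0 were found in the gene table used here, so no gene names or positions are given, and the knockdown of igf3 was not analysed here in the libraries.

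The features named in the text were chosen by a rule set in advance. For lncRNAs and mRNAs each, it takes the up-regulated and the down-regulated feature with the lowest p among those in which every igf3-dsRNA library lies beyond every control library, and it summarises the 40 features of Table 1 checked by qRT-PCR. The design, this rule and most alternatives were set before the data were examined. Those alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, library sizes alone, no filter, at least 10 counts in every library, edgeR's exact and likelihood ratio tests, an unadjusted p, no fold change threshold, separate fits of lncRNAs and mRNAs, the replicate number as a block, limma 3.58.1 on log2 RPKM with a pseudocount of 1 or 0.1, and each library left out in turn. Distances between libraries were tested by exact permutation over the 10 splits of the libraries.

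After the results were seen, a grid of 49 settings was run, because the counts of called features differed from the paper's. It crossed 7 filters on low counts with 3 edgeR tests and with TMM factors or library sizes alone, and added separate exact-test fits of lncRNAs and mRNAs under each of the 7 filters. Of these fits, 5 repeat the main one or an alternative already listed and 44 were chosen after seeing the data. The exact test with a CPM (counts scaled to the library's total) over 1 in at least 2 libraries was first singled out because its numbers came close to the paper's, and so it was also used for other splits of the libraries. The whole grid is reported for that reason. Outside the comparison with the paper's counts, no value at a claim is taken from it.

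The tests were checked on simulated counts drawn for 5843 features from the means, dispersions and library sizes of the real libraries, with 200 features changed. At a true log2 fold change of 3, edgeR's quasi-likelihood test recovered 135 of the 200 (67.5%) with 6 false calls, the exact test 154 with 13, the likelihood ratio test 157 with 19 and DESeq2 167 with 30. At a true log2 fold change of 5, the quasi-likelihood test recovered 194 (97%) with 13 false calls. The simulated counts follow the distribution that the edgeR tests assume, and the number of changed features was set by hand. No features carried by a single library were added, although the real libraries hold such features. The shares recovered are therefore not the power of the tests in the real libraries.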

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

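With edgeR's quasi-likelihood test, 0 lncRNAs and 0 mRNAs passed the adjusted threshold, against 64 and 91 at an unadjusted p under 0.05. The numbers were also 0 with RLE or upper-quartile factors, library sizes alone, at least 10 counts in every library, separate fits, the replicate block and limma on log2(RPKM + 1), with or without a filter, and log2(RPKM + 0.1), where 15 to 78 lncRNAs and 1 to 105 mRNAs had an unadjusted p under 0.05. They were 0 without a fold change threshold and in the 6 fits that each left out a library, where 59 to 103 lncRNAs and 115 to 186 mRNAs had an unadjusted p under 0.05.

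Calls appeared in 4 of the alternatives that keep the adjusted threshold. DESeq2 called 14 lncRNAs (8 up, 6 down) and 7 mRNAs (5 up, 2 down). Without a filter there were 38 lncRNAs (19 up, 19 down) and 74 mRNAs (47 up, 27 down). The exact test called 8 lncRNAs (6 up, 2 down) and 1 mRNA (0 up, 1 down), and the likelihood ratio test 9 lncRNAs (7 up, 2 down) and 2 mRNAs (1 up, 1 down). With an unadjusted p there were 64 lncRNAs (33 up, 31 down) and 91 mRNAs (63 up, 28 down). In an alternative chosen after seeing the data, the exact test on features with at least 1 count in any library, 25 lncRNAs (11 up, 14 down) and 53 mRNAs (32 up, 21 down) passed, and with separate fits 9 lncRNAs (5 up, 4 down) and 54 mRNAs (32 up, 22 down). The cause of these changes was not tested, but the calls without a filter included features carried by a single library. The replicate numbers do not pair the libraries, since the correlations of same-numbered libraries' deviations from their group means were 0.0146, -0.00103 and 0.0985.

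Of the Table 1 features, 0 lncRNAs and 0 mRNAs passed in the quasi-likelihood test, where 13 and 10 had an unadjusted p under 0.05. The lncRNAs past the threshold numbered 6 with DESeq2, 13 without a filter, 5 with the exact test, 5 with the likelihood ratio test and 13 with an unadjusted p. The mRNAs numbered 1 with DESeq2, 16 without a filter and 10 with an unadjusted p. The direction of Fig. 4 held for 19 to 20 lncRNAs and 19 to 20 mRNAs across the fits that left out a library. The exceptions were 1 lncRNA and 1 mRNA without control 3, 1 mRNA without control 1 and 1 mRNA without igf3-dsRNA 1.

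The difference in expression distance, between minus within groups, was -2.19 and stayed negative under the other normalizations, filters and RPKM scales, from -3.25 to -2.17. Across the 6 fits that each left out a library it ranged from -7.13 to 0.419, and it was positive without control 1 (0.419) and without control 3 (0.0787). The named features passed the threshold in 3 or 4 of their alternatives, and none changed sign. With limma on log2(RPKM + 1), the log2 fold change was 0.25 for CAFS_CommonCarp_T_00204357 and -0.62 for CAFS_CommonCarp_T_00070816, both under 1 in absolute value. In the same fit it was 2.48 for MSTRG.7759 and -2.36 for MSTRG.31787. A pseudocount understates the change of features with low values. With library sizes alone, the numbers at an unadjusted p were 61 lncRNAs (38 up, 23 down) and 96 mRNAs (71 up, 25 down).

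In the 44 settings of the grid chosen after seeing the data, the numbers at an unadjusted p ranged from 69 to 227 lncRNAs and from 115 to 1289 mRNAs, and at an adjusted p from 0 to 42 lncRNAs and from 0 to 91 mRNAs.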

Differences from the paper's values

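The paper reports 124 differentially expressed lncRNAs, 69 up and 55 down, and 353 differentially expressed mRNAs, 234 up and 119 down. The present values are 0 for each of these counts at an adjusted p under 0.05 and an absolute log2 fold change over 1, and 64 lncRNAs (33 up, 31 down) and 91 mRNAs (63 up, 28 down) at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap for any of the counts. The largest numbers among them were 38 lncRNAs and 74 mRNAs without a filter on low counts and 64 and 91 with an unadjusted p. The paper's methods name an adjusted P, and its results sentence names P without saying that it is adjusted.

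A grid of 49 edgeR settings over filters, tests and normalizations was run after seeing the values. Of its fits, 5 were the main one or alternatives set before the data were examined, and 44 were chosen after seeing the values. At an unadjusted p these 44 gave 69 to 227 lncRNAs and 115 to 1289 mRNAs, 17 of them had all the paper's counts within 1.5 times, and 0 had all of them equal. At an adjusted p, 0 of all 49 had all the counts within 1.5 times, and none had any of them within 1.5 times. The closest, which was first noticed because it came close to the paper, was the exact test on features with a CPM over 1 in at least 2 libraries and TMM factors, chosen after seeing the values, with 126 lncRNAs (71 up, 55 down) and 353 mRNAs (233 up, 120 down). With so many settings tried, such closeness does not establish which filter, test or normalization made the paper's counts. The grid says more about the adjustment. At an adjusted p, its 49 settings gave at most 42 lncRNAs and 91 mRNAs, against the paper's 124 and 353. For the edgeR settings tried, these values argue against an adjusted p behind the paper's counts. The 0 of the present test and the paper's counts may therefore rest on different thresholds. The other settings within 1.5 times, all at an unadjusted p and chosen after seeing the values, were as follows. The exact test, in settings chosen after seeing the values, did so on features with a count in any library, with a CPM over 1 in at least 1 library, and on every feature of the files, each with library sizes alone, with a CPM over 1 in at least 2 libraries with library sizes alone or in separate fits, with a CPM over 1 in at least 3 libraries with TMM or in separate fits, and with at least 10 counts in all libraries together with TMM, library sizes alone or separate fits. Also chosen after seeing the values, the quasi-likelihood test did so with a CPM over 1 in at least 2 libraries under TMM (126 lncRNAs and 362 mRNAs) and under library sizes alone (124 and 367), and with at least 10 counts in all libraries together under library sizes alone. The likelihood ratio test, likewise chosen after seeing the values, did so with a CPM over 1 in at least 2 libraries under library sizes alone and in at least 3 libraries under TMM, where 119 mRNAs were down, or under library sizes alone. The remaining settings of the grid left at least 1 of the counts more than 1.5 times apart, though several came within 1.5 times for part of the counts.

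Outside that grid, and also looked at only after seeing the values, DESeq2 at an unadjusted p gave 115 lncRNAs and 289 mRNAs, within 1.5 times of the paper's totals. At an unadjusted p, also looked at only after seeing the values, the quasi-likelihood test gave lncRNA numbers within 1.5 times of the paper's without control 2 (103), without control 3 (90) and without igf3-dsRNA 2 (87), but not mRNA numbers.

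The paper counts the 40 features of Table 1 among its differentially expressed lncRNAs and mRNAs, and the present test calls 0 of them, with 13 lncRNAs and 10 mRNAs at an unadjusted p under 0.05. Some were called with DESeq2 (6 lncRNAs and 1 mRNA), without a filter (13 and 16), with the exact test (5 and 0), with the likelihood ratio test (5 and 0) and with an unadjusted p (13 and 10). In the 44 settings chosen after seeing the values, 26 to 40 of them passed at an unadjusted p, and all 40 passed in 16 of these. All 40 also passed without a filter at an unadjusted p, a combination looked at only after seeing the values. At an adjusted p, up to 13 lncRNAs and up to 17 mRNAs of Table 1 passed in the grid. The fold changes of the 40 features differed from the sequencing values of Fig. 4, read by eye, by at most 0.16 on the log2 scale. For 8 of the 40, every library of a group had at most 3 counts. Their fitted values depend on the prior count, so closeness to Fig. 4 does not establish the size of their change.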

Other observations

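All tests in this part, apart from those of the numbers of differentially expressed lncRNAs and mRNAs over other splits of the libraries, were chosen after the result was seen.

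The 6 libraries can be divided into 3 and 3 in 10 ways, so no share of the splits under 0.1 is possible, and an effect of the treatment and an arbitrary division of the libraries cannot be told apart by these counts. At an adjusted p under 0.05 the real split gave 0 lncRNAs and 0 mRNAs, so that 10 of the 10 splits gave as many by construction and this comparison decides nothing. The other splits gave 0 to 1 lncRNAs and 0 mRNAs. At an unadjusted p under 0.05, 10 of the 10 splits gave as many lncRNAs as the real 64, the others ranging from 66 to 172, and 9 of the 10 as many mRNAs as the real 91, the others ranging from 84 to 226. With the exact test, a CPM over 1 in at least 2 libraries and an unadjusted p, a setting first picked because it came close to the paper's numbers, 10 of the 10 splits gave as many lncRNAs as the real 126 (others 126 to 226) and 9 of the 10 as many mRNAs as the real 353 (others 332 to 809). Without a filter on low counts and at an adjusted p, 5 of the 10 splits gave as many lncRNAs as the real 38 (others 28 to 46), and 9 of the 10 as many mRNAs as the real 74 (others 66 to 123). In each of the settings where the real split gave features, at least 5 of the 10 splits, the real one included, gave as many. An effect of igf3-dsRNA on single features is not excluded by these counts.

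Control 2 stood apart from the other libraries. It had a count on 24965 features, against 16530 to 21463 in the others, and its mean distance to the other libraries was 105, against 93.1 to 99.1. Its larger depth is argued against as the whole reason. With every library thinned to 2064856 counts, control 2 had 22149 to 22259 features in 20 draws and the next library, igf3-dsRNA 3, had 21463, a lowest ratio of 1.03, and the mean distance of control 2 was 100.3 against 87.7 to 93.5 in a single draw. Without the 100 most abundant features and at equal totals, control 2 had 1.16 times as many features as the next library, but control 2 had the largest share of its counts in these features, so their removal was bound to raise its number and this comparison does not decide whether a few features taking most of the counts play a part. Without the same 100 features, the mean distance of control 2 was 105.0, against 93.1 to 99.2 in the others. The distance on log2 CPM gives every feature the same weight, so leaving out 100 of them tests it only weakly and decides nothing. The margin of control 2 over igf3-dsRNA 3 in features after thinning was small, and control 2 is a single library. A difference between the fish, or pools of fish, or the dissected tissue stays open and was not tested, as do differences in library preparation. The distances within the control group rest in part on control 2, and without it the difference in distance, between minus within groups, was -0.156.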
